# Manual curation for improved genome annotation of the functionally extinct northern white rhinoceros (*Ceratotherium simum cottoni*)

**DOI:** 10.1371/journal.pone.0340594

**Published:** 2026-01-05

**Authors:** Elena Ruggeri, Julien Prunier, Marc-André Sirard, Barbara Durrant, Kristin Klohonatz

## Abstract

The northern white rhinoceros (*Ceratotherium simum cottoni*) genome and annotation were previously published, but the annotation contained few genes, with many annotation misalignments, and nomenclature not matching HGNC/VGNC naming conventions, making transcriptional studies very difficult. We used *in vivo* collected granulosa cells for RNA sequencing and de novo transcript assembly through StringTie to identify all nucleotide gene sequences in our samples. Through extensive manual curation we were able to generate a greatly improved genome annotation, increasing gene numbers by 81%. This will greatly enable researchers in this field to utilize the genome and annotation to complete transcriptional studies with this species.

## Background

White rhinoceroses play a key ecological role within African ecosystems. An enduring conservation plan has been unraveled to reverse the vanishing of this keystone species [1–8]. Poaching remains the primary threat, with the northern white rhinoceros (*Ceratotherium simum cottoni*, NWR) population functionally extinct, and the southern white rhinoceros (*Ceratotherium simum simum,* SWR) threatened. Over the past decade, significant conservation efforts have focused on saving the critically endangered NWR culminating in the successful application of assisted reproductive technologies (ARTs), including the in vitro production of blastocysts from the final two surviving females [1,2]. These advancements were made possible largely due to the SWR, a closely related subspecies that has served as a critical model in developing these techniques [2]. Although the NWR and SWR have been geographically isolated for thousands of years, recent studies confirm that their genomes are remarkably similar at the chromosomal and genomic level [9]. This genetic compatibility makes the SWR a promising candidate for developing and applying reproductive strategies aimed at rescuing the NWR. Genomic resources, such as the newly published NWR genome [9], transcriptomic studies on reproductive cells from SWR [5,7,8], and the ongoing development of induced pluripotent stem cells (iPSCs) [9], are available to contribute to conservation efforts for rhinoceroses.

Genomic strategies and assisted reproductive technologies are essential to counteract loss of biodiversity, hence the urgency in continuing to develop and advance conservation strategies for this species. The availability of the NWR reference genome marked a milestone in wildlife genomics and was published in early 2025 [10], allowing white rhinoceros research to further integrate molecular genetic approaches. This study highlighted the close genetic homology between the NWR and SWR [10], leading to the interchangeable use of their genomes for research purposes. The recently published genome and annotation were limited due to sample generation and computational pipeline. The annotation was not thorough and contained various gene nomenclatures, which led to large difficulties in developing and interpreting transcriptional studies. Furthermore, this annotation was generated using BRAKER3 [11] and protein coding sequences were generated from human, mouse, southern white rhinoceros, domestic horse, and blue whale proteins. Of the 14,274 annotated transcripts, only 7,299 (51%) were called to the correct genetic sequence; 6,763 were assigned to protein names (rendering them difficult to use in downstream pathway analysis); 212 were incorrectly assigned to sequences; and an additional 455 transcripts were assigned to bacterial genes. Due to these faults, an urgent need to improve the annotation arose.

To improve the NWR genome annotation, we sequenced RNA from granulosa cells, which are reproductive cells, at a variety of developmental stages, promising a larger diversity of transcripts to be sequenced compared to the previous annotation [10]. Sequencing reads were assembled into transcripts aligned to the NWR genome. This analysis of transcriptionally active cells allowed the identification of a significant number of genes that led to a more thorough annotation, allowing future genomic studies to advance the ongoing conservation work in this species [5,7,8].

## Results and discussion

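Mural granulosa cells are the somatic cells that line the wall of the ovarian follicle and make estradiol, inhibin and activin. Their RNA was analysed here in 8 libraries, 4 labelled PB (replicates 1, 2, 7 and 8) and 4 labelled noPB (replicates 3, 4, 5 and 6), labels that the text of the paper and its workflow file do not define. For replicate 2 the sample title gives PB while the deposited table is named noPB, and the title was followed. The libraries were prepared from ribosomal RNA-depleted total RNA, aligned to CerSimCot1.0 with HISAT2, and assembled and counted with StringTie. The deposited tables give 1 estimated count per transcript and library, which is the coverage times the transcript length divided by a read length, rounded to a whole number. The totals of the PB libraries were 4448255, 15849216, 23714635 and 30460317 estimated counts in replicates 1, 2, 7 and 8. Those of the noPB libraries were 11798928, 16301934, 26704956 and 11369598 in replicates 3, 4, 5 and 6. The mean was 17580980 ± 8749390 (SD, n = 8). Estimated counts are not reads, because the workflow set the read length to 75, and the libraries were not tied to single rows of Table 1. Transcripts were summed over the gene given in each row name, a row that a table does not list was taken as 0, and a gene was called detected at 10 or more counts in a library. The paper states that 1 of its 2 series had technical replicates, 8 samples from 4, and that the other had none, and its methods paragraphs differ on which series holds 8 libraries. The column headings share a number between replicates 1 and 2, 3 and 4, 5 and 6, and 7 and 8. Whether the libraries are technical pairs is not known, so spreads between them may be technical. Levels are given in CPM, counts scaled to an equal library total.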

Total RNA was extracted and sequenced using a paired-end short read technology. 

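The number of transcripts detected differed more between the granulosa cell libraries than their totals did. Transcripts with at least 10 counts numbered 17675 in PB replicate 1, 14913 in PB replicate 2, 189915 in PB replicate 7 and 272940 in PB replicate 8. In noPB replicates 3, 4, 5 and 6 they numbered 45129, 178322, 169510 and 49793. Genes with a symbol varied less, from 2687 in noPB replicate 6 to 7761 in noPB replicate 5, with a mean of 4886 ± 1644 (SD, n = 8). PB replicate 2 and noPB replicate 4 had similar totals, yet 62.7% and 6.54% of their counts, respectively, lay on genes with a symbol. The smallest count above 0 in any table was 3, so transcripts with lower coverage are listed at 0 or not listed.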

The sequencing depth for each sample averaged 37,364,052 (Table 1). Those reads were then aligned to the northern white rhinoceros (NWR) genome and assembled into transcripts which were manually curated based on homology with other rhinoceros species (*Ceratotherium simum simum* and *Diceros bicornis*) and the phylogenetically related *Equus Caballus.*

**Table 1:** The sequencing depth of samples used for annotation generation.

GSE Reference	Sequencing Depth
GSE261038	36,411,992
GSE261038	51,216,699
GSE261038	46,272,140
GSE261038	35,669,810
GSE261038	40,559,472
GSE261038	40,645,864
GSE261038	34,809,961
GSE261038	63,608,715
GSE300824	30,218,485
GSE300824	26,007,749
GSE300824	36,185,295
GSE300824	33,485,901
GSE300824	24,585,400
GSE300824	23,419,242

As expected, given the sampling of granulosa cells at various developmental stages, the final annotation after manual curation resulted in a large increase in both annotated transcripts and genes. The original annotation contained 14,274 functional transcripts, while the new annotation contains 34,385 functional transcripts, an increase of 141% (Table 2). 

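INHA, which encodes the inhibin alpha subunit, has 1 original and 1 assembled transcript in the granulosa cell tables. FSHR, the receptor for follicle-stimulating hormone, has 5 transcripts that are all assembled. Over the 8 libraries, 476001 transcripts are listed. Of these, 24650 carry identifiers of the original BRAKER3 annotation and 451351 carry identifiers that StringTie gives to assembled transcripts. A gene symbol stands on 14211 of the original transcripts and on 16235 of the assembled ones, 30446 in all, which is 114% above the original transcripts with a symbol alone. A further 3721 original transcripts are named by a protein name followed by a gene number, and with these 34167 transcripts have a name. The 10439 original transcripts without a symbol include these and 6276 that were placed in a locus with a number only. Among the transcripts with a symbol, 14426 had at least 10 counts in at least 1 library and 730 had them in all 8.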

Following the same trend, the original annotation contained only 8,701 functional genes, whereas after manual curation the gene number increased by 81% resulting in 15,738 functional genes in the new annotation (Fig 1). This substantial increase was primarily due to many annotated genes that were not included in the first annotation but were detected as “de novo” transcripts in the granulosa cells. 

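The 20 genes with the highest mean level over the libraries included INHA, SERPINE2, a secreted serine protease inhibitor of the follicle, VCAN, a proteoglycan of the extracellular matrix, and CYP19A1, the aromatase that makes estradiol. Of these 20, 16 were also among the 20 highest with levels taken over counts on genes with a symbol, and 18 with counts not scaled, scales chosen after the data were seen. In the same tables, 14571 gene symbols were listed, of which 12091 stand on at least 1 original transcript. With letter case and trailing gene numbers ignored and the protein-named transcripts included, 16630 names were listed. At least 10 counts in at least 1 granulosa cell library were found for 10202 symbols, and 881 reached this level in all 8 libraries. Of the 14571 symbols, 82.9% were also found among the symbols of the RefSeq annotation of the southern white rhinoceros assembly ASM5780239v1.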

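Assembled transcripts held most of the counts on named genes. They took 77.8% ± 3.58 (SD, n = 8 libraries) of the counts on genes with a symbol, and between 73.2% and 84.0% in single libraries. Of the 20 genes with the highest mean level, 17 had over 50% of their counts on assembled transcripts. All of the counts of SERPINE2 and of ACTB, cytoplasmic beta-actin, were on assembled transcripts, as were 98.6% of those of INHBA, the inhibin and activin beta A subunit. All counts of CYP19A1 and of EEF1A1, a translation elongation factor, were on original transcripts, as were nearly all counts of INHA, with 0.558% on the assembled one. By symbol, 2480 were carried by assembled transcripts only, 5702 by both kinds and 6389 by original transcripts only. Detection differed between these classes, at 78.0% of the symbols on assembled transcripts only, 89.1% of those on both and 49.9% of those on original transcripts only. Assembled transcripts were built from reads of the study's granulosa cell samples, so their more frequent detection follows in part from how they were made. Before renaming, an original transcript already carried 7005 of the symbols, and another 5086 stand on original transcripts that all had a different name before. The paper states that its larger gene number came mainly from genes absent from the first annotation and found as de novo transcripts.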

While the total number of identified genes increased substantially, reaching a number closer to other well-known mammalian genomes (e.g., 20,848 gene models in cow, Ensembl release 113), the average transcript length remained unchanged (Table 2), supporting the quality of the bioinformatic work. The total sequence length for all transcripts represented 48% of the genome assembly which may appear high but is well aligned with other reported transcriptome lengths such as in rat or human, for instance [12,13]. This is likely related to our total RNA extraction and sequencing that resulted in a transcriptome including unspliced transcripts. In addition, this transcriptome included some repeated elements (including found LINES) and we cannot entirely discard the possibility of pseudogenes (full-length or truncated sequences that may be transcribed but not translated into functional coding sequences). 

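Most of what was counted in the granulosa cell libraries lay outside genes with a symbol. The median share of counts on genes with a symbol was 22.9%, from 6.43% in PB replicate 8 to 62.7% in PB replicate 2. Of the 442193 loci without a symbol in the tables, 431944 had at least 10 counts in at least 1 library and 547 had them in all 8. In PB replicate 8, 265531 such loci were detected and 39315 of them were needed to reach 50% of the counts without a symbol, whereas in PB replicate 2 there were 8423 and 265. The 5 loci with the highest mean level were assembled transcripts with a number only. MSTRG.174138 reached 50856 CPM in PB replicate 2 and had 0 counts in PB replicate 7. MSTRG.15261.1 and MSTRG.143489 were found in all 8 libraries, with medians of 7047 and 4432 CPM. MSTRG.444740, with 32 transcripts, and MSTRG.442643, with 100 transcripts, had medians of 4604 and 5054 CPM. Some assembled identifiers stand with different genes in the tables, so a locus number summed here may join separate places. The tables hold no coordinates or exons, so spliced and unspliced transcripts were not separated here.

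**Figure D1:**
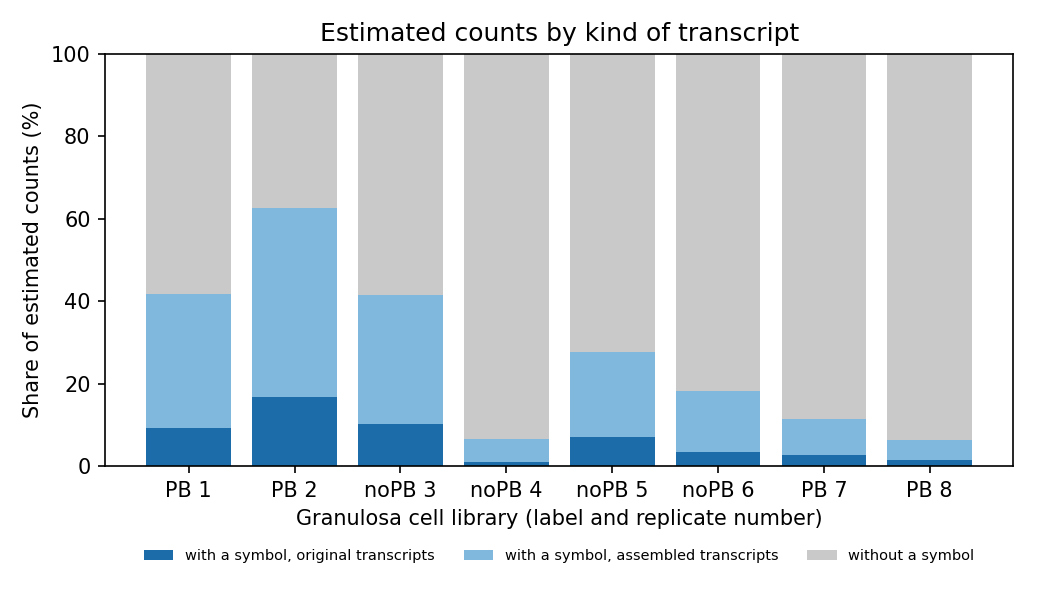
Share of the estimated counts of each granulosa cell library (percent, vertical axis) on original transcripts with a symbol, on assembled transcripts with a symbol and on transcripts without a symbol. The 2 lower parts together range from 6.43% in PB replicate 8 to 62.7% in PB replicate 2.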

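Repeat-derived names were found in the tables at low to moderate levels. They were picked by name after the tables were seen. LORF2, the name of the second open reading frame of LINE-1 elements, was the original name of 7 transcripts, 3 of which had at least 10 counts in a library, and together they reached at most 4.42 CPM. LIN1, a LINE-1 reverse transcriptase homolog, named 4 transcripts with at most 8.63 CPM. FV1, a gag-like sequence of endogenous retroviral origin, named 43 transcripts, of which 40 were detected, at a median of 80.6 CPM over the 8 libraries. TIGD1, a gene derived from a Tigger DNA transposon, was the symbol of 28 transcripts under 25 locus identifiers. It was detected in all 8 libraries, at a median of 150 CPM and up to 427 CPM. The symbols with the most transcripts were ZNF709 with 31, TIGD1 and XRN2 with 28 each, SLC23A1 with 22 and ZNF211 with 17. ZNF709 was spread over 27 locus identifiers, RALGDS over 14 and SLC23A1, H3C1, CES4A and RGL1 over 12 each. In all, 6526 symbols stood under more than 1 locus identifier and 139 under at least 5. An original and an assembled transcript carry different identifiers even at 1 place, so these are not numbers of gene copies. Ribosomal RNA, listed under the symbols 28S, 18S and 5.8S, took between 0.158% and 3.64% of the counts.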

Altogether, we significantly improved the genome annotation through the identification of many additional gene sequences.

**Table 2:** Descriptive Parameters of the Northern White Rhinoceros Genome Annotation.

	New Annotation	Original Annotation
Annotated Genes	15,738	8,701
Number of Transcripts	34,385	14,274
Average Transcript Length	36,981 bp	39,878 bp
Percent of Genome Covered by Exons	48%	1%

**Fig 1:**
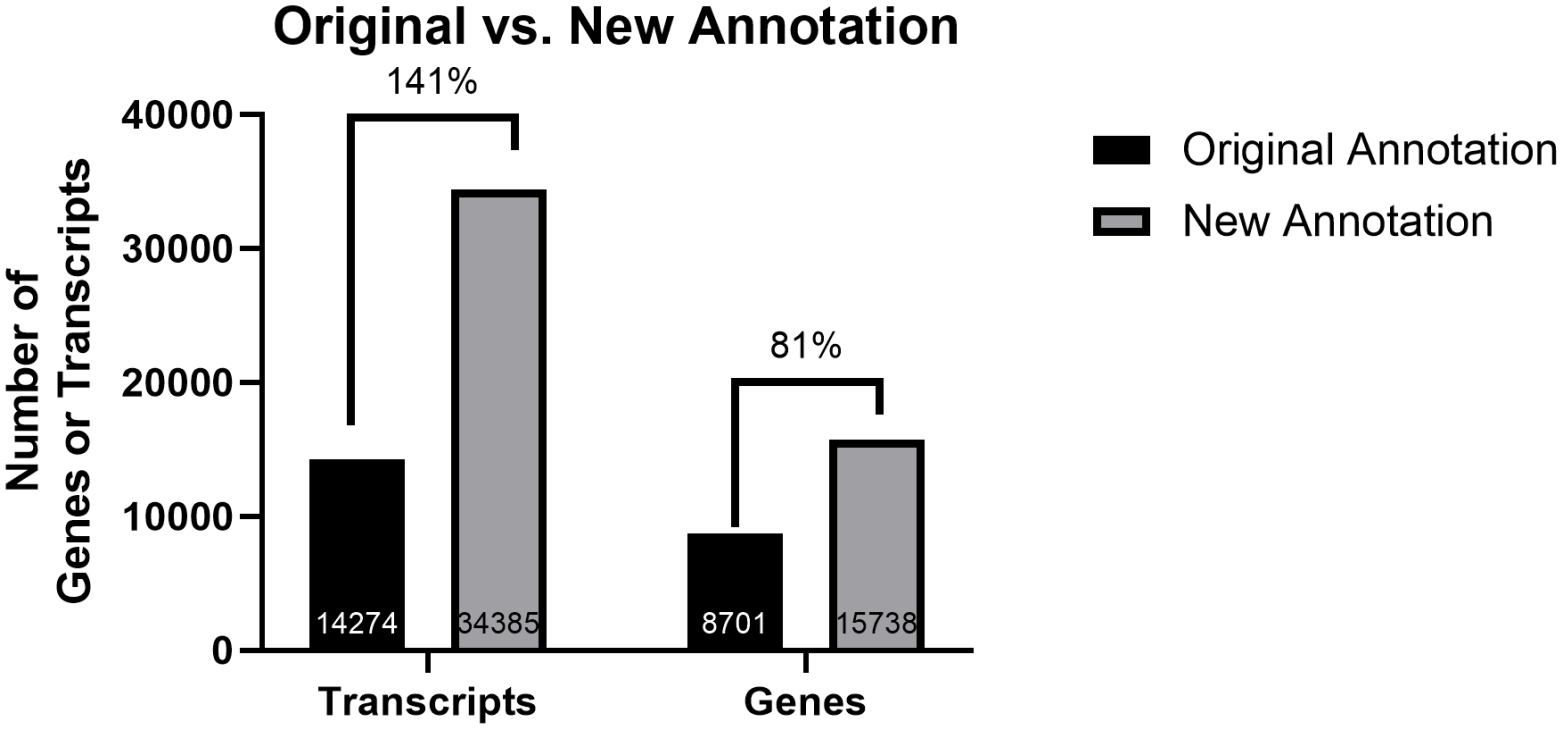
Improvement of the northern white rhinoceros genome annotation before and after manual curation. The values represent the percent increase from the original to the new annotation.

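Assembled transcripts held most of the counts of some genes of the follicle wall, but not of all. Counting on original transcripts alone was not done, so these shares do not show what assembly added. Of 87 genes picked by level, gene list or cell type, 58 had most of their counts on assembled transcripts. Others went the other way, with 0% there for CYP19A1 and the steroidogenic genes HSD17B1 and FDXR. INHA had 0.558% and the luteinizing hormone receptor LHCGR 10.4%. SERPINE2 had a median of 4327 CPM over the 8 libraries (range 1228 to 12386) and VCAN, present as 1 assembled transcript only, 4012 CPM (range 704 to 7213). CPM was also taken over the counts on genes with a symbol only, a scale chosen after the data were seen. SERPINE2 then ranged from 13790 to 26034 and VCAN from 10762 to 20669. The ratio of highest to lowest fell for both, but rose for other genes, such as the mucin MUC16. VIM, the intermediate filament vimentin, had a median of 957 CPM, and INHBA 351 CPM, each with over 98% of its counts on assembled transcripts. FOXL2, a transcription factor that maintains granulosa cell identity, had 7 transcripts, 6 of them assembled, and 92.9% of its counts on these. NR5A2, an orphan nuclear receptor needed for ovulation, had 8 assembled transcripts and 95.5% of its counts on them, at a median of 557 CPM. FSHR was detected in 6 of 8 libraries and had 0 counts in PB replicate 2 and noPB replicate 3. HSPG2, the basement membrane proteoglycan perlecan, ranged from 76.1 to 24569 CPM. An assembled transcript with the symbol COL1A1, a chain of type I collagen, had a median of 4581 CPM (range 667 to 9804), against 35.7 CPM for COL1A2, the partner chain, and 23.3 CPM for COL3A1, another fibrillar collagen, so this level was not read as that of the collagen gene. In all, assembled transcripts carried 8182 gene symbols.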

After evaluating the sequences of the “de novo” transcriptome, many sequences originated from specific genes and assigned appropriately. 

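Several genes central to granulosa cells carry a new name in the tables. CP19A became CYP19A1, LSHR became LHCGR, the receptor for luteinizing hormone, PRGR became PGR, the progesterone receptor, and GDN became SERPINE2. CP11A became CYP11A1, the enzyme that starts steroid synthesis from cholesterol, and DHB1 became HSD17B1, which converts estrone to estradiol. Among the original transcripts with a symbol, 7987 (56.2%) had an original name equal to the symbol and 6224 (43.8%) had another. Of the latter, 5419 had a name that is not a RefSeq symbol of the southern white rhinoceros and now carry one that is. In 112 transcripts, a name that is itself a RefSeq symbol was replaced by another RefSeq symbol. The name was unchanged and not among the RefSeq symbols in 1941 transcripts.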

Gene names were also corrected from the previous annotation to reflect HGNC/VGNC (HUGO gene nomenclature committee/vertebrate gene nomenclature) naming conventions. BUSCO analysis revealed a completeness of 93.4% (single copy 89.4%, duplicated 3.9%), supporting the quality and completeness of our transcriptome. This resulted in an annotation that is more operational and complete for transcriptional studies in this species.

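Most listed genes of granulosa cells and of steroid synthesis could be read by symbol in at least 1 library, while markers of oocytes and leukocytes were sparse. Of 26 granulosa cell genes listed before the data were examined, 23 had a row under their symbol, 21 were detected in at least 1 library and 12 in all 8. INHA had a median of 2863 CPM (up to 27278) and CYP19A1 862 CPM (range 177 to 2395). With CPM taken over the counts on genes with a symbol only, a scale chosen after the data were seen, INHA ranged from 5987 to 43491 and CYP19A1 from 2334 to 5548. FOXL2 had a median of 61.3 CPM and was detected in all 8 libraries. Of 20 steroidogenesis genes, 16 had a row and all of these were detected, and 4 of them in all 8 libraries, with HSD17B1 at a median of 133 CPM. LHCGR was detected in all 8 libraries at a median of 62.4 CPM. STAR, which carries cholesterol into mitochondria, was detected in PB replicate 1 and noPB replicate 5, with 224 and 32 counts. Of 13 theca genes, 10 had a row, 7 were detected and 2 were detected in all 8 libraries, LHCGR and MYH11, a smooth muscle myosin, at a median of 112 CPM. TAGLN, an actin-binding protein of smooth muscle, was detected in 6 libraries, and the theca enzyme CYP17A1 had counts in PB replicate 8 only, 38 in all.
Of 23 oocyte genes, 9 had a row and 1, the germ cell helicase DDX4, was detected. GDF9, BMP15 and ZP3 had 0 counts in every library. Of 27 leukocyte genes, 11 had a row and CD68, a macrophage protein, and PTPRC, the leukocyte common antigen, were detected, in 4 and 3 libraries. Of 12 endothelial genes, 5 had a row and 3 were detected, with TEK in all 8 libraries and PECAM1 at 0 counts. Of 10 surface epithelium genes, 5 had a row and 1, the mucin MUC16, was detected, in all 8 libraries at a median of 476 CPM. The other 4 had 0 counts in every library. MUC16 had 99.97% of its counts on assembled transcripts. It ran from 25.4 CPM in PB replicate 1 to 669 CPM in noPB replicate 4, with 41.8% and 6.54% of counts on symbols. Its level was therefore not read as a sign of surface epithelium. Of 13 erythrocyte genes, 4 had a row and 3 were detected. HBB, the beta-globin of red blood cells, was detected in every library at a median of 122 CPM (range 9.08 to 697). GAPDH and PPIA, used by nearly all cells, also had 0 counts in all 8 libraries. A count of 0 therefore does not show that a gene was silent. AMH had no row under its symbol in the tables used here.

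**Figure D2:**
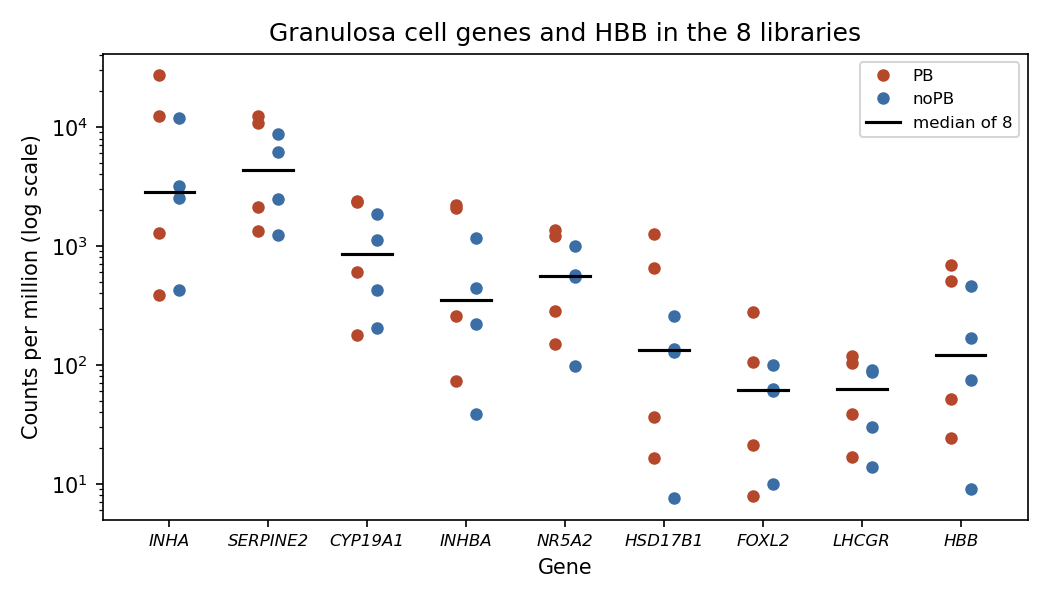
Levels of 8 granulosa cell or steroidogenic genes and of HBB in each library (points, CPM on a log scale), with PB and noPB libraries in different colours and the median of the 8 libraries as a line. INHA and SERPINE2 lie highest, with medians of 2863 and 4327 CPM.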

## Conclusions

We significantly improved the annotation of the northern white rhinoceros genome using RNAseq mapping and transcriptome assembly. This new annotation of the northern white rhinoceros genome CerSimCot1.0 (GCA_021442165.1) is now available and will undoubtfully aid genomic studies and conservation strategies for this and closely related species.

## Methods

Four southern white rhinoceros females were anesthetized, and transrectal ovum pickup (OPU) was performed as previously described [5–7]. All procedures, experiments, and methods were reviewed and approved by San Diego Zoo Wildlife Alliance’s Institutional Animal Care and Use Committee (IACUC; protocol number 18−018). To alleviate any pain, all animals underwent anesthesia protocols that were described in the previously referenced publication [7]. OPU was achieved using a customized, ultrasound-guided probe fitted with double-lumen needles. The follicles were first ablated, then the contents were aspirated and rinsed with a warm (37°C) flushing solution (Vigro) containing 12.5 I.U./mL of heparin. After OPU and the oocytes were isolated from the collection, fluid and free-floating mural granulosa cells were collected and pipetted directly into RNAlater (Thermo Fisher Scientific, Waltham, MA). In total, granulosa cells from ten follicles were utilized for this study and a total of 14 tubes (samples) were used for RNA isolation and sequencing. In more detail, 4 rhino samples (NCBI Bioproject: GSE261038) were run in technical replicates with RNA being isolated from separately stored pools of granulosa cells totaling up to 8 granulosa cell samples. From GSE300824 the samples were not run in technical replicates, resulting in a total of six granulosa cell samples. Over the two experiments, we obtained two growing, six dominant, and two pre-ovulatory follicles represented. Total RNA was isolated from granulosa cells using an Arcturus PicoPure RNA Isolation Kit (Thermo Fisher Scientific, Waltham, MA) per the manufacturer’s instructions. A Qubit 4 Fluorometer (Thermo Fischer Scientific, Waltham, MA) was used for quantification, and a 4150 TapeStation System (Agilent Technologies, Santa Clara, CA) was used to determine RNA integrity number (RIN) values. Only samples with a RIN greater than 6.0 were used for RNA-Seq analysis. Library preparation and RNA sequencing were performed at the University of California San Diego Institute for Genomic Medicine Center. Following the manufacturer’s protocol, RNA-sequencing (cDNA) libraries were prepared using the Illumina TruSeq Stranded Total RNA Prep with Ribo-Zero Plus for six samples. The libraries were sequenced as 100 bp paired-end reads on an Illumina NovaSeq 6000 (Illumina, San Diego, CA). The raw data files were uploaded to the Gene Expression Omnibus under accession number GSE261038. The remaining eight libraries were prepared per the manufacturer’s protocol using the NovaSeq X plus, Illumina stranded Total RNA with Ribozero plus library preparation kit. These prepared libraries were sequenced as 150 bp paired-end reads on an Illumina NovaSeq 6000 (Illumina, San Diego, CA). The raw data files were uploaded to the Gene Expression Omnibus under accession number GSE300824. Bioinformatic analysis was performed on the Galaxy web platform using the public server usegalaxy.org [14]. HISAT2 was used to align reads to the northern white rhinoceros (NWR) genome CerSimCot1.0 (GCA_021442165.1) [10,15,16]. Transcript assembly for both annotated and unannotated transcripts was performed with Stringtie2, and each animal sample was analyzed individually [17]. The resulting transcripts for individual samples were merged to create a final annotation file representing the union of all samples [17]. The generated annotation file was used for subsequent manual curation. The complete Galaxy workflow can be found in Supplemental Material 1. Manual curation was performed by determining the nucleotide sequence for each region identified with the merged annotation file in StringTie [17] without a gene assigned. These sequences were searched individually in NCBI BLAST [18] for homology between other rhinoceros species (*Ceratotherium simum simum* and *Diceros bicornis*) and the phylogenetically related *Equus Caballus* [10]. If a sequence had a percent identity 80% [19], or greater, to a known gene, the sequence was properly assigned to that gene. In addition, regions that were assigned to a gene from Wang et. al [20] were reevaluated through the same manual curation process. Erroneously assigned genes, genes with protein nomenclature (rendering it unusable for pathway analyses), and bacterial genes were discovered during manual curation and these errors were corrected. Genes were named using the HGNC/VGNC naming conventions for ease of use for further transcriptional studies. Transcriptome completion was assessed using a BUSCO analysis [21] analysis. The resulting annotation was made publicly available in the following GitHub repository (https://github.com/eruggeri/Northern-White-Rhinoceros-Annotation).

## Supporting information

S1 File Galaxy workflow used to generate annotated and unannotated sequences. This file contains the code lines for the workflow used in Galaxy to generate the annotated and unannotated sequences for the annotation file.
(PDF)

# Supplementary material for: Manual curation for improved genome annotation of the functionally extinct northern white rhinoceros (Ceratotherium simum cottoni)
**Source:** PLoS One. 2026 Jan 5;21(1):e0340594. doi: 10.1371/journal.pone.0340594
**Supplement:** S1 File — This file contains the code lines for the workflow used in Galaxy to generate the annotated and unannotated sequences for the annotation file.

Supplementary Material 1. 

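The workflow in the S1 File lists the Galaxy steps in order. Read quality was checked with FastQC 0.74 and MultiQC 1.27. Trimmomatic 0.39 removed Nextera adapters, cut reads to 140 bases, removed the first 10 bases and dropped reads under 20 bases. HISAT2 2.2.1 aligned the read pairs with no strand setting. StringTie 2.2.3 then assembled transcripts of at least 200 bases, keeping isoforms at a fraction of at least 0.01 of their locus. StringTie merge joined the assemblies of the samples, with a minimum TPM of 1 and a minimum length of 50. A last StringTie step estimated only the merged transcripts and wrote count tables for genes and transcripts with a read length of 75. Without a strand setting, unspliced reads from overlapping genes on opposite strands cannot be told apart.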

Galaxy workflow used to generate annotated and unannotated sequences.

```
{
  "a_galaxy_workflow": "true",
  "annotation": "",
  "comments": [],
  "format-version": "0.1",
  "name": "NWR Genome Annotation",
  "report": {
    "markdown": "\n# Workflow Execution Report\n\n## Workflow
Inputs\n```\n  galaxy\n  invocation_inputs()\n```\n\n## Workflow
Outputs\n```\n  galaxy\n  invocation_outputs()\n```\n\n##
Workflow\n```\n  galaxy\n  workflow_display()\n```\n\n",
  },
  "steps": {
    "0": {
      "annotation": "",
      "content_id": "toolshed.g2.bx.psu.edu/repos/devteam/fastqc/fastqc/0.74+galaxy1",
      "errors": null,
      "id": 0,
      "input_connections": {},
      "inputs": [
        {
          "description": "runtime parameter for tool FastQC",
          "name": "adapters"
        },
        {
          "description": "runtime parameter for tool FastQC",
          "name": "contaminants"
        },
        {
          "description": "runtime parameter for tool FastQC",
          "name": "input_file"
        },
        {
          "description": "runtime parameter for tool FastQC",
          "name": "limits"
        }
      ],
      "label": null,
      "name": "FastQC",
      "outputs": [
        {

```

```

    "name": "html_file",
    "type": "html"
  },
  {
    "name": "text_file",
    "type": "txt"
  }
],
"position": {
  "left": 0.0,
  "top": 0.0
},
"post_job_actions": {},
"tool_id": "toolshed.g2.bx.psu.edu/repos/devteam/fastqc/fastqc/0.74+galaxy1",
"tool_shed_repository": {
  "changeset_revision": "2c64fded1286",
  "name": "fastqc",
  "owner": "devteam",
  "tool_shed": "toolshed.g2.bx.psu.edu"
},
"tool_state": "{\"adapters\": {\"__class__\": \"RuntimeValue\"}, \"contaminants\": {\"__class__\": \"RuntimeValue\"}, \"input_file\": {\"__class__\": \"RuntimeValue\"}, \"kmers\": \"7\", \"limits\": {\"__class__\": \"RuntimeValue\"}, \"min_length\": null, \"nogroup\": false, \"__page__\": 0, \"__rerun_remap_job_id__\": null}\",
"tool_uuid": null,
"tool_version": "0.74+galaxy1",
"type": "tool",
"uuid": "6de97f10-36ec-4c15-8d4e-12dc97d9b886",
"when": null,
"workflow_outputs": []
},
"1": {
  "annotation": "",
  "errors": null,
  "id": 1,
  "input_connections": {},
  "inputs": [
    {
      "description": "runtime parameter for tool MultiQC",
      "name": "image_content_input"
    }
  ],
  "label": null,

```

```

"name": "MultiQC",
"outputs": [
  {
    "name": "html_report",
    "type": "html"
  },
  {
    "name": "stats",
    "type": "tabular"
  }
],
"position": {
  "left": 232.22574869791663,
  "top": 0.024312337239564386
},
"post_job_actions": {},
"tool_shed_repository": {
  "changeset_revision": "e4dd4c0622f6",
  "name": "multiqc",
  "owner": "iuc",
  "tool_shed": "toolshed.g2.bx.psu.edu"
},
"tool_state": "{\"comment\\\": \"\\\", \"export\\\": false, \"flat\\\": false, \"image_content_input\\\": {\"__class__\\\": \"RuntimeValue\\\"}, \"png_plots\\\": false, \"results\\\": [{\"__index__\\\": 0, \"software_cond\\\": {\"software\\\": \"bamtools\\\", \"__current_case__\\\": 0, \"input\\\": {\"__class__\\\": \"RuntimeValue\\\"}}}], \"title\\\": \"\\\", \"__page__\\\": 0, \"__rerun_remap_job_id__\\\": null}\",
  "tool_uuid": null,
  "tool_version": "1.27+galaxy4",
  "type": "tool",
  "uuid": "30e7ac35-7746-4c6a-ae7c-0749cf235a81",
  "when": null,
  "workflow_outputs": []
},
"2": {
  "annotation": "",
  "content_id":
"toolshed.g2.bx.psu.edu/repos/pjbriggs/trimmomatic/trimmomatic/0.39+galaxy2",
  "errors": null,
  "id": 2,
  "input_connections": {},
  "inputs": [
    {

```

```

        "description": "runtime parameter for tool Trimmomatic",
        "name": "readtype"
    },
    {
        "description": "runtime parameter for tool Trimmomatic",
        "name": "readtype"
    }
],
"label": null,
"name": "Trimmomatic",
"outputs": [
    {
        "name": "fastq_out_r1_paired",
        "type": "input"
    },
    {
        "name": "fastq_out_r2_paired",
        "type": "input"
    },
    {
        "name": "fastq_out_r1_unpaired",
        "type": "input"
    },
    {
        "name": "fastq_out_r2_unpaired",
        "type": "input"
    }
],
"position": {
    "left": 465.55209689670136,
    "top": 1.1146036783854356
},
"post_job_actions": {},
"tool_id":
"toolshed.g2.bx.psu.edu/repos/pjbriggs/trimmomatic/trimmomatic/0.39+galaxy2",
"tool_shed_repository": {
    "changeset_revision": "b9aaed85cbd1",
    "name": "trimmomatic",
    "owner": "pjbriggs",
    "tool_shed": "toolshed.g2.bx.psu.edu"
},
"tool_state": "{\\"illuminaclip\\": {\\"do_illuminaclip\\": \\"yes\\", \\"__current_case__\\": 0,
\\"adapter_type\\": {\\"standard_or_custom\\": \\"standard\\", \\"__current_case__\\": 0,
\\"adapter_fasta\\": \\"NexteraPE-PE.fa\\"}, \\"seed_mismatches\\": \\"2\\"},

```

```

\palindrome_clip_threshold\": \"30\", \"simple_clip_threshold\": \"10\",
\min_adapter_len\": \"8\", \"keep_both_reads\": true}, \"operations\": [{\"__index__\": 0,
\operation\": {\"name\": \"CROP\", \"__current_case__\": 4, \"crop\": \"140\"}},
{\"__index__\": 1, \"operation\": {\"name\": \"HEADCROP\", \"__current_case__\": 5,
\headcrop\": \"10\"}}, {\"__index__\": 2, \"operation\": {\"name\": \"MINLEN\",
\__current_case__\": 1, \"minlen\": \"20\"}}], \"output_err\": false, \"output_logs\": false,
\quality_score\": null, \"readtype\": {\"single_or_paired\": \"pair_of_files\",
\__current_case__\": 1, \"fastq_r1_in\": {\"__class__\": \"RuntimeValue\"}, \"fastq_r2_in\":
{\"__class__\": \"RuntimeValue\"}}, \"__page__\": 0, \"__rerun_remap_job_id__\": null},
  \"tool_uuid\": null,
  \"tool_version\": \"0.39+galaxy2\",
  \"type\": \"tool\",
  \"uuid\": \"6fd8dd3c-cf86-4bcc-9269-36f2b758bc6d\",
  \"when\": null,
  \"workflow_outputs\": []
},
\"3\": {
  \"annotation\": \"\",
  \"content_id\": \"toolshed.g2.bx.psu.edu/repos/devteam/fastqc/fastqc/0.74+galaxy1\",
  \"errors\": null,
  \"id\": 3,
  \"input_connections\": {},
  \"inputs\": [
    {
      \"description\": \"runtime parameter for tool FastQC\",
      \"name\": \"adapters\"
    },
    {
      \"description\": \"runtime parameter for tool FastQC\",
      \"name\": \"contaminants\"
    },
    {
      \"description\": \"runtime parameter for tool FastQC\",
      \"name\": \"input_file\"
    },
    {
      \"description\": \"runtime parameter for tool FastQC\",
      \"name\": \"limits\"
    }
  ],
  \"label\": null,
  \"name\": \"FastQC\",
  \"outputs\": [
    {

```

```

    "name": "html_file",
    "type": "html"
  },
  {
    "name": "text_file",
    "type": "txt"
  }
],
"position": {
  "left": 685.546875,
  "top": 3.3420477973090215
},
"post_job_actions": {},
"tool_id": "toolshed.g2.bx.psu.edu/repos/devteam/fastqc/fastqc/0.74+galaxy1",
"tool_shed_repository": {
  "changeset_revision": "2c64fded1286",
  "name": "fastqc",
  "owner": "devteam",
  "tool_shed": "toolshed.g2.bx.psu.edu"
},
"tool_state": "{\"adapters\": {\"__class__\": \"RuntimeValue\"}, \"contaminants\": {\"__class__\": \"RuntimeValue\"}, \"input_file\": {\"__class__\": \"RuntimeValue\"}, \"kmers\": \"7\", \"limits\": {\"__class__\": \"RuntimeValue\"}, \"min_length\": null, \"nogroup\": false, \"__page__\": 0, \"__rerun_remap_job_id__\": null}\",
"tool_uuid": null,
"tool_version": "0.74+galaxy1",
"type": "tool",
"uuid": "74d24d14-8404-4242-a055-cfd323126ee9",
"when": null,
"workflow_outputs": []
},
"4": {
  "annotation": "",
  "errors": null,
  "id": 4,
  "input_connections": {},
  "inputs": [
    {
      "description": "runtime parameter for tool MultiQC",
      "name": "image_content_input"
    }
  ],
  "label": null,

```

```

"name": "MultiQC",
"outputs": [
  {
    "name": "html_report",
    "type": "html"
  },
  {
    "name": "stats",
    "type": "tabular"
  }
],
"position": {
  "left": 910.2070792411841,
  "top": 2.7241475352905127
},
"post_job_actions": {},
"tool_shed_repository": {
  "changeset_revision": "e4dd4c0622f6",
  "name": "multiqc",
  "owner": "iuc",
  "tool_shed": "toolshed.g2.bx.psu.edu"
},
"tool_state": "{\\"comment\\": \"\", \\"export\\": false, \\"flat\\": false,
\\"image_content_input\\": {\\"__class__\\": \\"RuntimeValue\\"}, \\"png_plots\\": false, \\"results\\":
[{\\"__index__\\": 0, \\"software_cond\\": {\\"software\\": \\"bamtools\\", \\"__current_case__\\": 0,
\\"input\\": {\\"__class__\\": \\"RuntimeValue\\"}}, \\"title\\": \"\", \\"__page__\\": 0,
\\"__rerun_remap_job_id__\\": null}],
  "tool_uuid": null,
  "tool_version": "1.27+galaxy4",
  "type": "tool",
  "uuid": "761f7867-273b-4b83-825f-cd7a4ba858fb",
  "when": null,
  "workflow_outputs": []
},
"5": {
  "annotation": "",
  "content_id": "toolshed.g2.bx.psu.edu/repos/iuc/hisat2/hisat2/2.2.1+galaxy1",
  "errors": null,
  "id": 5,
  "input_connections": {},
  "inputs": [
    {
      "description": "runtime parameter for tool HISAT2",

```

```

        "name": "library"
    },
    {
        "description": "runtime parameter for tool HISAT2",
        "name": "library"
    }
],
"label": null,
"name": "HISAT2",
"outputs": [
    {
        "name": "output_alignments",
        "type": "bam"
    }
],
"position": {
    "left": 1132.0190016860008,
    "top": 4.037201205045164
},
"post_job_actions": {},
"tool_id": "toolshed.g2.bx.psu.edu/repos/iuc/hisat2/hisat2/2.2.1+galaxy1",
"tool_shed_repository": {
    "changeset_revision": "f4af63aaf57a",
    "name": "hisat2",
    "owner": "iuc",
    "tool_shed": "toolshed.g2.bx.psu.edu"
},
"tool_state": "{\n  \"adv\": {\n    \"input_options\": {\n      \"input_options_selector\": \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"alignment_options\": {\n      \"alignment_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"scoring_options\": {\n      \"scoring_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"spliced_options\": {\n      \"spliced_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"reporting_options\": {\n      \"reporting_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"output_options\": {\n      \"output_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"sam_options\": {\n      \"sam_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"other_options\": {\n      \"other_options_selector\":
\n      \"defaults\",
\n      \"__current_case__\": 0\n    }\n  },\n  \"library\": {\n    \"type\": \"paired\",
\n    \"__current_case__\": 1,\n    \"input_1\": {\n      \"__class__\": \"RuntimeValue\"
    },\n    \"input_2\": {\n      \"__class__\": \"RuntimeValue\"
    },\n    \"rna_strandness\": \"\",
\n    \"paired_options\": {\n      \"paired_options_selector\": \"defaults\",
\n      \"__current_case__\": 0\n    },\n    \"reference_genome\": {\n      \"source\": \"indexed\",
\n      \"__current_case__\": 0,\n      \"index\": \"apiMel4\"
    },\n    \"sum\": {\n      \"new_summary\": false,\n      \"summary_file\": false
    },\n    \"__page__\": 0,\n    \"__rerun_remap_job_id__\": null\n  },\n  \"tool_uuid\": null,\n  \"tool_version\": \"2.2.1+galaxy1\",

```

```

    "type": "tool",
    "uuid": "602861a1-30cc-45ad-bc0a-d9b78d3df6d5",
    "when": null,
    "workflow_outputs": []
  },
  "6": {
    "annotation": "",
    "content_id": "toolshed.g2.bx.psu.edu/repos/iuc/stringtie/stringtie/2.2.3+galaxy0",
    "errors": null,
    "id": 6,
    "input_connections": {},
    "inputs": [
      {
        "description": "runtime parameter for tool StringTie",
        "name": "adv"
      },
      {
        "description": "runtime parameter for tool StringTie",
        "name": "input_options"
      }
    ],
    "label": null,
    "name": "StringTie",
    "outputs": [
      {
        "name": "output_gtf",
        "type": "gtf"
      }
    ],
    "position": {
      "left": 1350.661445191369,
      "top": 2.734945407959742
    },
    "post_job_actions": {},
    "tool_id": "toolshed.g2.bx.psu.edu/repos/iuc/stringtie/stringtie/2.2.3+galaxy0",
    "tool_shed_repository": {
      "changeset_revision": "cbf488da3b2c",
      "name": "stringtie",
      "owner": "iuc",
      "tool_shed": "toolshed.g2.bx.psu.edu"
    },
    "tool_state": "{\\"adv\\": {\\"abundance_estimation\\": false, \\"omit_sequences\\": \\"\\",
    \\"name_prefix\\": null, \\"fraction\\": \\"0.01\\", \\"min_tlen\\": \\"200\\", \\"min_anchor_len\\": \\"10\\",
    \\"min_anchor_cov\\": \\"1\\", \\"min_bundle_cov\\": \\"1\\", \\"bdist\\": \\"50\\", \\"bundle_fraction\\":

```

```

How the deposited data were processed for this re-analysis (not part of the article)

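RNA from granulosa cells of southern white rhinoceros follicles was analysed in 8 libraries, 4 labelled PB and 4 labelled noPB. The authors trimmed the reads, aligned them to CerSimCot1.0 with HISAT2 2.2.1, assembled and merged transcripts with StringTie 2.2.3 and estimated the merged transcripts in each library again. The authors deposited 1 table of estimated counts per library, 1 row per transcript, not normalized and rounded to whole numbers. A row name joins the transcript identifier and the gene assigned to it. Identifiers with a gene and transcript number were read as original BRAKER3 transcripts and MSTRG identifiers as assembled transcripts. A gene field was read as a symbol unless it was an MSTRG number, an original identifier or a protein name with a gene number. The 8 tables list 447175 to 467843 rows each, 476001 in all, of which 77.5% are in every table, and a row that a table does not list was counted as 0. Because 11706 assembled identifiers stand in more than 1 row with different genes, rows were joined on the full row name. The tables give no lengths or coordinates, so transcript length, genome coverage and completeness were not analysed here. No other per-sample column was used.

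Counts were summed over gene fields. Genes were called detected at 10 or more counts. CPM divides by all counts in a library, and levels are given as median and range. Symbols were compared with the RefSeq annotation of ASM5780239v1, used for names only, by upper-case match. RefSeq names that start with LOC were left out. The genes named were fixed before the tables were seen, as the 20 symbols with the highest mean CPM, up to 4 of the highest members of each of 21 gene lists, 14 genes of ovarian and blood cells whatever their level, the 5 loci without a symbol with the highest mean, the symbols with the most transcripts or spread over the most loci (told apart by identifier, since there are no coordinates), and for PB against noPB the 5 smallest p in each direction where none passed. Where a gene is named outside this rule, such as GAPDH, PPIA, the repeat-derived names and the renamed genes CYP11A1 and PGR, it was chosen after its values were seen. Not every gene that the rule names is reported here.

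PB was compared with noPB in all 8 libraries by edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), in R 4.3.3. Gene lists with at least 5 tested members were tested with camera in limma 3.58.1 at a preset correlation of 0.01. Numbers of detected symbols were compared by an exact permutation test, two-sided, whose smallest p for 4 against 4 is 0.0286. The p-values measure the spread between these libraries, which may be technical. Alternatives were DESeq2 1.42.0, no filter, symbols only, merged symbols, another count minimum, an estimated correlation and each library left out. Others were added after the data were seen. These used only transcripts listed in every table, summed libraries with the same number in their column heading, scaled to counts on symbols, counted features listed at any count, or took another base for the increase in symbols. The number of transcripts with a symbol, with all its settings, and the symbol share with each library left out were added then too. The edgeR step was tested on simulated counts with 100 genes changed 4-fold and 100 changed 16-fold. At a dispersion of 0.1 over 58448 features, edgeR recovered 96% of the genes changed 4-fold and 100% of those changed 16-fold, with 8 false calls. At the dispersions estimated from the libraries, over 24162 features, it recovered 0% of either, so the comparison had little power at the observed spread. Intervals for shares are 95% Wilson intervals and cover counting only. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 were used.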

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

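Within the 4 libraries of each label, 69 groups of values were searched for a library far from the other 3, by the gap to its neighbour over the range, and 6 were found (8.70%), where chance gives about 5%. In 3 of these the other libraries are all at 0, so that any value stands apart; without such groups, 3 of 66 were found (4.55%). STAR was at 50.4 CPM in PB replicate 1 and at 0 in the other PB libraries. In noPB replicate 5 it was at 1.20 CPM, and it was at 0 in the other noPB libraries. CYP17A1 was at 1.25 CPM in PB replicate 8 and at 0 in the other PB libraries. PTPRC was at 11.2 CPM in PB replicate 7 against at most 0.591 CPM in the other PB libraries. RNF135 was at 3727 CPM in PB replicate 1 against at most 875 CPM in the other PB libraries. Ribosomal 18S was at 7589 CPM in noPB replicate 6 against at most 1899 CPM in the other noPB libraries. The paper discusses regions without an assigned gene but gives no levels for them; 547 loci without a symbol had at least 10 counts in all 8 libraries.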

How the results depend on the processing

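Numbers of detected features moved mainly with the number of libraries required. In all 8 libraries, 1428 genes, 881 symbols, 1336 transcripts, 730 transcripts with a symbol and 547 loci without a symbol were detected, against 442146, 10202, 448025, 14426 and 431944 in at least 1. All settings for transcripts with a symbol were chosen after seeing the data, as was counting at any count, which gave 30446 of them, or 34167 with names that carry a gene number, and 16630 symbols merged with such names. A minimum of 1 count, merged symbols where applied and each library left out kept these numbers within 1.5 times. The increase in symbols, 20.5%, was 108% against those an original transcript carried before renaming, a base chosen after seeing the data. PB against noPB gave 0 genes with edgeR, with DESeq2, with symbols only and with merged symbols, and 4 with no filter, HSPG2 among them. Leaving out 1 library gave 0 to 2. Without noPB replicate 4 or PB replicate 7, HSPG2 passed alone; without noPB replicate 5, HSPG2 and MSTRG.174138 did; without PB replicate 8, MSTRG.174138 did. Summing the libraries by the number in their column heading, chosen after seeing the data, leaves 2 against 2 and gave 3, or 0 with symbols only. Of the gene lists, 5 passed with the preset correlation, 0 with an estimated one, 0 with no filter, and 0 to 14 with 1 library left out (0 without PB replicate 1, noPB replicate 4 or noPB replicate 6, 3 without PB replicate 2 or noPB replicate 5, 9 without PB replicate 7, 10 without noPB replicate 3 and 14 without PB replicate 8). With the choices added after seeing the data, 5 lists passed with merged symbols, 0 lists passed with symbols only, 8 with transcripts listed in every table, and 0 with summed libraries, with or without loci lacking a symbol. The difference in detected symbols, 456.5 more in PB, ranged from -200.25 to 1491.08 with 1 library left out; it was -200.25 without noPB replicate 6. Apart from the libraries left out, the cause of these changes was not tested. Transcript length and genome coverage could not be computed under any setting, because the tables give neither, and settings for TPM or FPKM did not apply. Transcripts with coverage under the counting minimum are at 0, which limits what the smaller libraries show.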

Differences from the paper's values

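The paper reports 15738 annotated genes in the new annotation, a count of annotated genes with no stated threshold on expression, from an annotation built on samples of 2 series. The 8 libraries used here are part of these samples, which limits every count compared below. Here 10202 symbols were detected with at least 10 counts in a library. Of the alternatives set before the data were examined, none came within 1.5 times, with 10255 at a minimum of 1 count, 881 in all 8 libraries and 10441 with merged symbols. Symbols listed at any count, a setting chosen after seeing the values, came to 14571, or 16630 with protein names merged in, both within 1.5 times of the paper's number. The paper's number of transcripts is 34385. Here 14426 transcripts with a symbol were detected, 14563 at a minimum of 1 count, 730 in all 8 libraries and 14817 with protein names included, none within 1.5 times. This measure and its settings were chosen after seeing the tables. At any count, 30446 were listed, or 34167 with names that carry a gene number. The paper's increase in genes is 81%. Here the symbols exceed the 12091 that stand on original transcripts after renaming by 20.5%. The paper's base is 8701 genes, so the increases are taken over unlike bases. Against the symbols that an original transcript carried before renaming, a base chosen after seeing the values, the increase is 108%.

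The paper names genes detected as de novo transcripts as the main source of the increase. Of 7566 symbols that no original transcript carried before, 5086 stand on original transcripts under a changed name and 2480 on assembled transcripts only. Assembled transcripts held 77.8% of the counts on genes with a symbol, on average over the libraries. This share includes symbols that original transcripts also carry, so it does not measure genes new to the annotation.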

Other observations

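Beside the granulosa cell genes, proliferation, matrix and growth factor genes could be read in these libraries. Of 28 cell cycle genes, 22 were detected, with MKI67, a marker of dividing cells, in all 8 libraries at a median of 55.8 CPM and TOP2A, a DNA topoisomerase, in 6. Of 26 extracellular matrix genes, 17 were detected, among them SPARC, a matrix-binding glycoprotein, at a median of 310 CPM and COL4A2, a basement membrane collagen, at 68.9 CPM. Of 31 genes of the response to luteinizing hormone, 17 were detected, but VCAN was the sole one in all 8 libraries, while EGR1, an immediate early transcription factor, was detected in 4. BMPR2, a receptor for oocyte growth factors, had a median of 281 CPM, FGF2 222 CPM and IGF1 122 CPM, each in all 8 libraries.

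The paper does not compare PB with noPB. The other splits of the libraries, the sums by heading number, the gene lists with symbols alone, the share of names replaced by letter and the test of labels for transcripts were chosen after the results were seen. With the 8 libraries taken as separate samples, no gene passed in edgeR's quasi-likelihood test over 58684 features, of which 61 had an unadjusted p under 0.05, and none passed in DESeq2, where 137 had such a p and 30299 features were given no adjusted p. Because the real split gave 0 genes, all 35 ways to split the libraries into 4 and 4 give at least as many, and the splits cannot test this result. The groups did not overlap for 353 features (0.602%). Chance gives 2.86% for values without ties and less where several libraries are at 0, as in many features here, so the shares cannot be compared. The highest other split gave 13453. It parts the 4 libraries with the fewest transcripts (PB replicates 1 and 2, noPB replicates 3 and 6) from the rest. It also parts replicates 3 from 4 and 5 from 6, which share a heading number. A difference between samples is therefore not shown by it. The genes named next were chosen by rank and do not pass. HSPG2 was lower in PB, with a log2 fold change of -2.15 (standard error 0.56, adjusted p = 1.00 from edgeR), and the groups overlap. With libraries summed by the number in their heading, as technical pairs would require, 2 sums stand against 2 and 3 features passed, HSPG2 (log2 fold change -2.25, adjusted p = 9.09e-10 from edgeR), MSTRG.174138 (2.07, adjusted p = 9.97e-22) and MSTRG.442335 (3.14, adjusted p = 0.0284). Over the 7799 features with a symbol alone, 0 passed in edgeR (102 with an unadjusted p under 0.05), so the call of HSPG2 depends on the features tested with it. Levels from here on are TMM-scaled CPM. The sums overlap between the labels for MSTRG.174138, at 37252 and 448 CPM in PB and 380 and 8602 CPM in noPB, and for MSTRG.442335, at 4281 and 54.1 CPM in PB and 236 and 256 CPM in noPB. Those of HSPG2 do not, at 867 and 2810 CPM in PB and 13953 and 3495 CPM in noPB. Libraries joined in a sum differed widely, however. HSPG2 was at 38146 and 1467 CPM in noPB replicates 3 and 4, and at 189 and 11824.5 CPM in noPB replicates 5 and 6. In PB replicates 1, 2, 7 and 8 it was at 123, 1090, 8769 and 1636 CPM. Summing removes this spread, so the p-values of the sums do not measure it. MTF2, CMSS1 and MTUS1 were at 0 in all 4 PB libraries, and RPL8 averaged 1.39 CPM there against 129 CPM in noPB. The groups overlap for RPL8, at 0 in noPB replicate 4 and 5.55 CPM in PB replicate 8. FAM25A and CDK5RAP1 were at 0 in all 4 noPB libraries, and ANAPC4, KLHL3 and SAP18 averaged 30.5, 28.7 and 19.4 CPM in PB against 0.906, 0.888 and 0.511 CPM. For ANAPC4, KLHL3 and SAP18 the groups overlap too. Detected symbols numbered 5114 ± 1066 in PB and 4657 ± 2243 in noPB (SD, n = 4 each, exact permutation test, two-sided, p = 0.714), a p that takes the libraries as separate samples.

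Of 15 gene lists tested in camera, 5 passed as higher in PB with the preset correlation. Cell cycle had an adjusted p of 5.26e-05, hypoxia and glycolysis and oxidative phosphorylation 0.00488 each, ribosomal proteins 0.00665 and stroma 0.0297. None passed with an estimated correlation, where the lowest adjusted p was 0.585. In the first 4 lists, 8 of 19, 5 of 12, 5 of 15 and 8 of 23 genes were higher in PB, so their median change ran against the direction of the test. Adjusted over the list alone, 1 gene passed in the extracellular matrix list and 0 in the others. Of the 35 splits, 26 gave 5 or more lists, with up to 15 in another split, so chance is not excluded. A candidate explanation is that the lists, made of genes with a symbol, are set against the loci without one that fill most of the table. Testing symbols only left 0 lists, as this explanation requires. However, 0 lists also passed with no filter, over 442553 features, and with libraries summed by heading number, over 210199. Loci without a symbol were kept in both, so the result with symbols only does not settle the explanation.

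The number of transcripts detected differed 18.3-fold between libraries. When every library was thinned to 4448255 counts the ratio was 10.4, so a difference in total count is not the whole cause. It was 18.3 at a minimum of 1 count and 5.70 at the smallest count above 0 seen for each transcript, settings chosen after the result was seen, so how much total count accounts for depends on the minimum. Leaving out the 20 most abundant transcripts before thinning left a ratio of 8.85, which argues against a few transcripts taking up the smaller libraries as the whole cause. Transcripts detected averaged 123861 in PB and 110688 in noPB (exact permutation test, n = 4 each, two-sided, p = 0.943), which does not show that the labels are alike. Unspliced RNA, DNA and the amount of starting RNA stay open, as none was tested.

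Among original transcripts with a symbol, protein names were replaced less often late in the alphabet. Counted were such transcripts whose original name is not a RefSeq symbol. Of those named from A to L, 84.2% (95% Wilson interval 83.0 to 85.3) now carry a RefSeq symbol. From M to Z, 53.4% did (51.9 to 54.9), a difference of 30.8 points. The 3721 original transcripts with a protein name and a gene number were left out, so these are not shares of all original names. By letter the share was 73.8% to 95.2% from A to L, 25% to 59.1% from M to Y and 83.2% for Z. Because the share is taken over names that needed replacing, a smaller need for replacement does not account for it. Symbols of assembled transcripts were found in RefSeq at 92.9% from A to L and 92.5% from M to Z, a difference of 0.463 points. For these symbols, this argues against a gap in the RefSeq table. The paper assigned names partly by homology to the same subspecies, so genes missing there may have received no symbol and escape this check. The tables may have been made with an annotation whose renaming had not yet covered all letters, which was not tested.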
